A study of Homo sapiens with 9 samples. Its data were reported in "LncRNA SNHG1 regulates neuroblastoma cell fate via interactions with HDAC1/2" (2022).

How the data were processed

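RNA sequencing was performed on 9 libraries of SK-N-BE(2)C, a human neuroblastoma cell line with an amplified MYCN gene. Per the labels, 3 libraries came from cells given a non-targeting guide RNA (Control), 3 from SNHG1 knockout cells called CRIS-clone and 3 from SNHG1 knockout cells called CRIS-sc, described as single cell. The Control libraries are described both as non-targeting and as wildtype. SNHG1 is a long non-coding RNA gene that hosts small nucleolar RNAs. The knockout used Cas9 with guide RNAs directed to both sides of the gene, puromycin selection and sorting of single cells. The labels do not say whether the 3 libraries of a group came from 1 clone or from several, so the spread within a group may leave out differences between clones. The study describes 3 knockout clones and 1 control clone, and does not say which were sequenced. If Control was 1 clone, its contrasts cannot separate the loss of SNHG1 from other differences between clones. The study's methods and the labels name different strand-specific library kits.

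The authors trimmed adapters with cutadapt, aligned the reads to GRCh38 with STAR, counted reads per GENCODE gene with featureCounts, and deposited the raw count of each gene in each library. It is not stated whether the counting used the strand, so genes that overlap on opposite strands may share reads. The authors also deposited a normalized signal, in which each count is divided by the library total times a TMM (trimmed mean of M-values) factor and given as CPM, that is, as counts scaled to library size. Its factors differed from TMM factors computed here over all genes by at most 1.18e-05. The normalized table served only for that check, and every result comes from the counts.

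The table held 58288 genes, 57532 of them matched to a symbol, and the totals lay between 23874742 and 42645294 counts per library. No library was excluded. The labels give each replicate as a separate sample. Pairs of replicates differed by more than counting noise, with a chi-square per degree of freedom between 16.4 and 65.7, so no pair was treated as copies of 1 library. A floor of 3 counts per library was used, below which levels have no order. It corresponds to a mean of 0.0777 CPM in Control, 0.0930 in CRIS-clone and 0.107 in CRIS-sc. Without molecular identifiers the floor covers counting error only.

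Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 17746 genes, 17591 with a symbol. These genes held at least 99.9% of the counts of every library. Libraries were scaled with TMM, with factors between 0.939 and 1.03, and CPM values given in the text use this scaling. A limma-voom model with a term per group was fitted to all 9 libraries at once in R 4.3.3 with limma 3.58.1, as the study used limma with TMM. The 4 contrasts were CRIS-clone against Control, CRIS-sc against Control, CRIS-sc against CRIS-clone, and the mean of both knockout groups against Control. Adjusted p-values are two-sided and adjusted by the Benjamini-Hochberg method over the genes tested, with a threshold of 0.05. Log2 fold changes are given with their standard error (SE), and levels as mean ± SD.

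Most genes named in the text were fixed by a rule: SNHG1, the core regulatory circuitry (CRC) factors MYCN, HAND2, ISL1, GATA3 and TBX2, the differentiation markers NR2F1, NEFH and YAP1, the deacetylase genes HDAC1 and HDAC2, and 14 genes in or near SNHG1. To these were added, per pairwise contrast, the 3 genes with the largest change up and the 3 with the largest change down among genes with a symbol, an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups. Outside the rule, CDKN2A and MTAP were named after their values were seen, and MYCNOS, DDX1, NBAS and CYRIA for a test of the segment around MYCN. Results for some genes that these rules select are not reported here. The study examined the CRC factors and markers on samples of this kind, so a count adjusted over the list alone is not independent evidence for them. Of the 14 listed locus genes 6 were tested. The rest are small nucleolar RNA genes that were under the filter or not matched by symbol.

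Gene sets were tested by pre-ranked enrichment with fgsea 1.28.0 on the signed negative log10 p of limma, the metric the study states, with adjustment over 44 tests (11 sets and 4 contrasts). The 11 sets were written from general knowledge: ADRN factors and MES factors (transcription factors of the adrenergic and mesenchymal neuroblastoma states), MES structural genes, noradrenergic identity genes, S phase, G2M phase, apoptosis machinery, antioxidant response, interferon response, unfolded protein response and cytosolic ribosomal proteins. The published signatures and the MSigDB collection were not used here, and neither were chromatin data. The agreement of the 2 knockout contrasts, which share the Control libraries, was set beside 20 simulations of unchanged groups with shared simulated controls.

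The alternatives were edgeR's quasi-likelihood test, the Wald test of DESeq2 1.42.0, limma-trend with a prior count of 2, RLE size factors, no filter, a filter of at least 1 CPM in at least 3 libraries, a fit of only the groups compared, the replicate number as a block, and fits that each left out 1 library. Gene sets were also tested with camera (inter-gene correlation 0.01), fry and the moderated statistic as ranking. The groups, tests, named-gene rule and these alternatives were fixed before the data were examined, except that RLE size factors and the filter of at least 1 CPM were applied to the principal components and the chromosome stretches only after seeing the data. On simulated counts over 17389 genes with 196 changed genes, limma-voom recovered 63.8% in the contrast of CRIS-sc with Control with 9 false calls among 134, and DESeq2 recovered 74.5% with 48 false calls among 194.

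Positions are from the GENCODE 44 annotation of GRCh38, and guide sequences were located by exact match to both strands of GRCh38. Medians of log2 fold changes were taken over 10 Mb windows with at least 15 genes of a mean log2 CPM above 1. The limit for a window was the 95th percentile of the largest absolute window median in 1000 shuffles of the values over the genes. A stretch is a run of at least 2 neighbouring windows past the limit with one sign. The trend of each library on GC content and transcript length was removed by loess, for the 99.1% of tested genes with both values. Gene neighbourhoods were genes within 5 Mb above the same expression minimum.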

Results

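The transcriptomes of SK-N-BE(2)C neuroblastoma cells with and without CRISPR/Cas9-mediated loss of SNHG1 were profiled in 9 libraries. There were 3 Control libraries, 3 CRIS-clone libraries and 3 CRIS-sc libraries, the last 2 groups both carrying the SNHG1 knockout. Total counts were 38864909, 42645294 and 35219160 in Control, 37480662, 29369425 and 32543253 in CRIS-clone, and 34711557, 26284395 and 23874742 in CRIS-sc. Between 9.05% and 10.3% of the counts were mitochondrial, and the 10 most abundant genes of a library took between 8.59% and 9.89%.

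To check the depletion, the expression level of SNHG1 (ENSG00000255717.6, chromosome 11, 62851978 to 62855953, minus strand, GRCh38) was examined in every library. It was 198, 124 and 137 CPM in the Control libraries, 34.5, 21.8 and 13.8 CPM in CRIS-clone, and 37.0, 13.9 and 19.2 CPM in CRIS-sc, from counts between 375 and 7713. The means were 153 ± 39.5 CPM in Control, 23.4 ± 10.5 CPM in CRIS-clone and 23.4 ± 12.1 CPM in CRIS-sc (SD, n = 3 each). SNHG1 was decreased in CRIS-clone (log2 fold change −2.77, SE 0.363, adjusted p = 0.00133, limma-voom with Benjamini-Hochberg adjustment) and in CRIS-sc (−2.77, SE 0.370, adjusted p = 0.00143). The fitted level was 14.6% of Control in CRIS-clone and 14.7% in CRIS-sc, and the 2 knockout groups did not differ (log2 fold change 0.01, adjusted p = 0.997). The alternative that moved these values most was leaving out CRIS-sc replicate 1, with −3.20 in CRIS-sc.

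Guide 1, CAGATGTCCCTTCAAGTTCC, matched GRCh38 once, at chromosome 11, 62851872 to 62851891 on the plus strand with the PAM AGG, outside any annotated gene. Its predicted cleavage site lies 90 bp from the end of SNHG1. Guide 2, CTGAACTTGCGGCGCGAAAA, matched once at 62856047 to 62856066 on the plus strand, also with AGG, and its cleavage site lies 110 bp from the other end of SNHG1. This site is in an untranslated exon of a non-canonical transcript of SLC3A2, outside its coding sequence. The sites are 4175 bp apart and enclose SNHG1. The small nucleolar RNA genes hosted by SNHG1 that were found in the table had at most 2 counts in any library and were not tested.

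**Figure D1:**
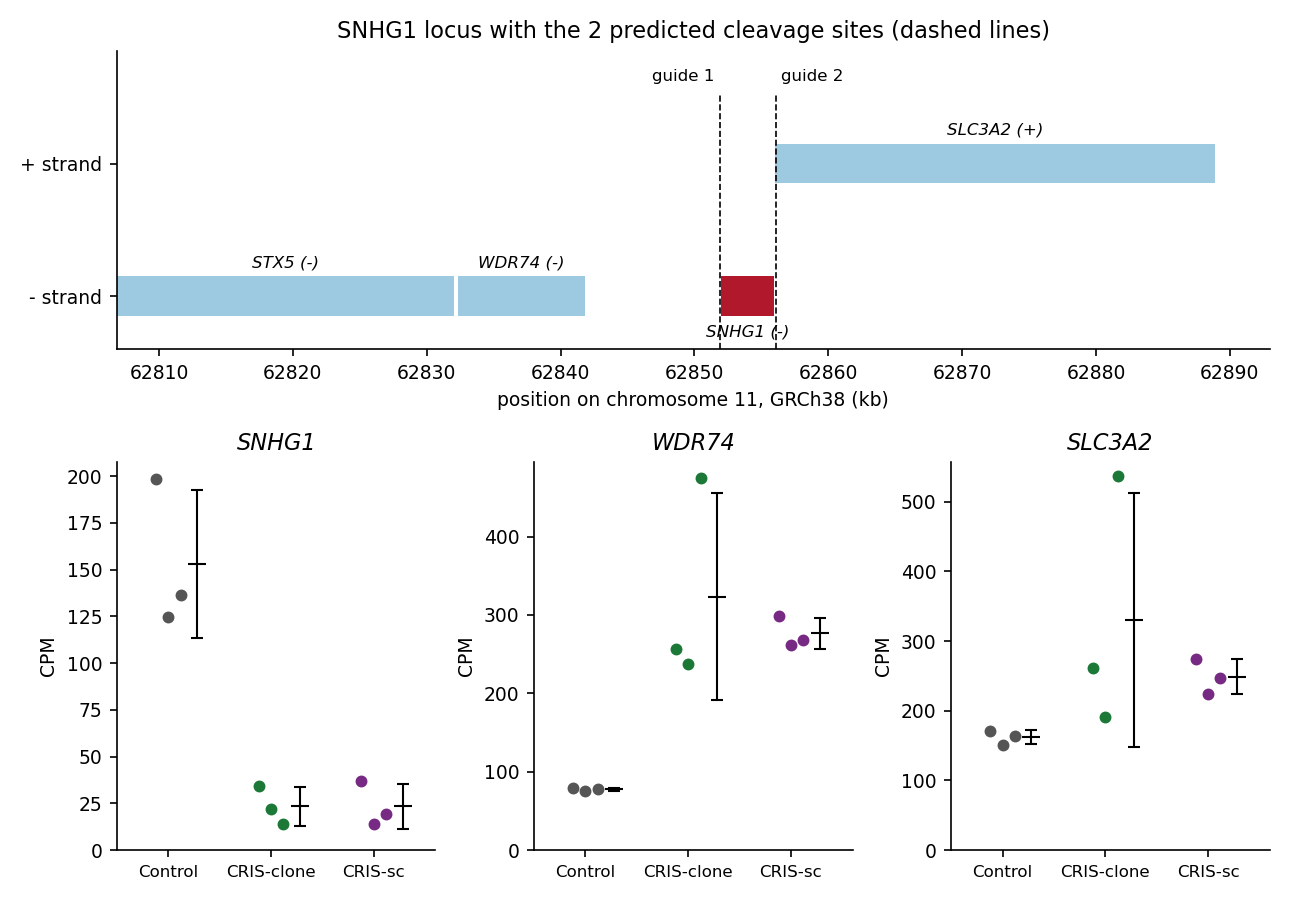
The upper panel maps SNHG1, WDR74, STX5 and SLC3A2 by strand along chromosome 11 (GRCh38, kb), with dashed lines at the predicted cleavage sites of the 2 guides. The lower panels plot CPM per library (points, replicates 1 to 3 from left to right) with mean ± SD (bars) for Control, CRIS-clone and CRIS-sc: SNHG1 lies at 37.0 CPM or less in the knockout libraries, and WDR74 lies at 238 CPM or more in them and at 79.2 CPM or less in the Control libraries.

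Of the 6 tested genes near SNHG1, WDR74 (ENSG00000133316.15, chromosome 11, 62832342 to 62841809, minus strand, 10169 bp from SNHG1) changed past the threshold. Its level was 77.5 ± 1.88 CPM in Control, 323 ± 132 CPM in CRIS-clone and 277 ± 19.6 CPM in CRIS-sc (SD, n = 3). The log2 fold change was 1.99 (SE 0.221, adjusted p = 0.000469) in CRIS-clone and 1.83 (SE 0.221, adjusted p = 0.000834) in CRIS-sc. SLC3A2 (ENSG00000168003.16, 62856004 to 62888880, plus strand) was 162 ± 10.0 CPM in Control, 330 ± 183 CPM in CRIS-clone and 249 ± 24.98 CPM in CRIS-sc, differences that did not pass over all genes (log2 fold changes 0.89 and 0.62, adjusted p = 0.122 and 0.281). SLC3A2 passed in CRIS-clone without CRIS-clone replicate 2 (log2 fold change 1.19) and with the DESeq2 test (1.01), and in CRIS-sc without CRIS-clone replicate 3 (0.61) and in a fit of only the groups compared (0.61). Adjusted over the list alone, 2 locus genes were higher in CRIS-clone (SLC3A2 and WDR74) and 1 in CRIS-sc (WDR74). STX5, NXF1, TAF6L and TMEM223 did not change in either contrast, with log2 fold changes between −0.23 and 0.19, and TAF6L and TMEM223 overlap on opposite strands.

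Principal component analysis of log2 CPM separated the 3 groups. The first component held 32% of the variance and set CRIS-clone (scores 48.6 to 57.5) apart from Control and CRIS-sc (−38.4 to −9.91). The second held 28.1% and set Control (11.2 to 56.7) apart from CRIS-sc (−48.9 to −21.1). All 9 libraries correlated more closely with their own group than with another. With a filter of at least 1 CPM in 3 libraries, applied to the components only after seeing the data, the first component held 35.3%.

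**Figure D2:**
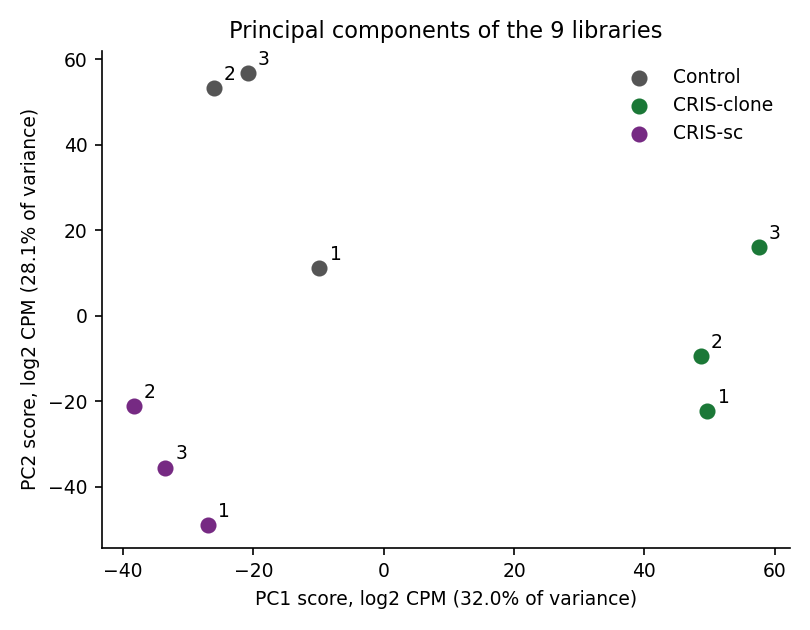
Scores of the 9 libraries on the first (x axis, 32% of variance) and second (y axis, 28.1%) principal component of log2 CPM, coloured by group and numbered by replicate. CRIS-clone lies at 48.6 or more on the first component, and Control and CRIS-sc separate along the second.

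To find the genes that differ from Control in the knockout cells, each knockout group was compared with Control. In CRIS-clone 1127 of 17746 genes passed an adjusted p of 0.05, 629 higher and 498 lower, and 767 of them changed at least 2-fold. In CRIS-sc 1227 genes passed, 507 higher and 720 lower, with 715 changed at least 2-fold. The mean of both knockout groups differed from Control in 1029 genes, 440 higher and 589 lower, with 589 changed at least 2-fold. The 2 knockout groups differed from each other in 1806 genes, 756 higher and 1050 lower in CRIS-sc, with 989 changed at least 2-fold. Genes whose libraries did not overlap between groups made up 21.2%, 27.5% and 28.1% of the genes tested in the 3 pairwise contrasts, where chance gives 10%. Among the other tests, scalings and filters, the DESeq2 Wald test moved the counts most, to 1736 genes in CRIS-clone, 1954 in CRIS-sc, 2647 between the knockout groups and 1667 for both groups. Leaving out 1 library lowered the count to as few as 630 genes in CRIS-clone (without Control replicate 2), 641 in CRIS-sc (without CRIS-sc replicate 3), 991 between the knockout groups (without CRIS-sc replicate 3) and 490 for both groups (without Control replicate 3). Without Control replicate 1 the balance of higher and lower calls in CRIS-clone turned round, with 646 genes higher and 892 lower.

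Whether the 2 knockout groups changed alike was examined across genes, which are not independent replicates. Their log2 fold changes against Control had a Pearson correlation of 0.436 and a Spearman correlation of 0.340. Simulated unchanged groups that shared 3 simulated controls gave 0.487 ± 0.0114 and 0.453 ± 0.00618 (SD over 20 simulations). The observed values were not above these. The simulations held no genes changed in 1 group alone, and such genes lower the correlation that shared controls produce. The comparison therefore cannot show whether a common response was present or absent. The contrasts shared 371 calls, of which 328 (88.4%) went in the same direction, 134 higher and 194 lower, while 43 went in opposite directions. Shared controls also make calls coincide in one direction, and the simulations had too few calls to say how many. At an unadjusted p under 0.05 in both contrasts with one direction there were 1035 genes, against 187 ± 10.9 in the simulations. The shared calls in one direction numbered between 181 (without Control replicate 3) and 543 (without Control replicate 1) when 1 library was left out. Of the 756 genes called in CRIS-clone alone, 496 also differed between the knockout groups, as did 588 of the 856 called in CRIS-sc alone.

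The largest changes in CRIS-clone were an increase of CRH (ENSG00000147571.4, chromosome 8, 66176376 to 66178464, minus strand), GDF6 and WT1 and a decrease of CTNND2 (ENSG00000169862.18, chromosome 5, 10971836 to 11904446, minus strand), IGFBP7-AS1 and EDNRA. CRH was 4.22 ± 1.86 CPM in CRIS-clone (SD, n = 3) and at or under 3 counts in every Control library, hence at least 54.4-fold higher. GDF6 rose from 2.03 ± 0.944 to 119 ± 26.4 CPM (log2 fold change 5.96, SE 0.355, adjusted p = 2.23e-05) and WT1 from 0.377 ± 0.163 to 17.2 ± 3.63 CPM (5.53, SE 0.365, adjusted p = 3.30e-05). CTNND2 fell from 18.1 ± 4.79 to 0.153 ± 0.0546 CPM (−6.76, SE 0.538, adjusted p = 8.14e-05) and EDNRA from 13.9 ± 5.83 to 0.137 ± 0.0888 CPM (−6.62, SE 0.821, adjusted p = 0.000931). IGFBP7-AS1, at 0.643, 4.43 and 1.32 CPM in the Control libraries, was at least 22.9-fold lower (10.6-fold without Control replicate 2), and its call was lost when CRIS-clone replicate 1, 2 or 3 was left out (log2 fold changes −6.64, −6.78 and −6.73).

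Among the largest increases in CRIS-sc were those of EGFLAM (ENSG00000164318.17, chromosome 5, 38258409 to 38465480, plus strand) and WT1-AS, and among the largest decreases those of FEZ1 and TCEAL7 (ENSG00000182916.7, chromosome X, 103330229 to 103332326, plus strand). EGFLAM (6.63 ± 1.68 CPM in CRIS-sc) and WT1-AS (2.79 ± 1.19 CPM) were at or under 3 counts in every Control library, hence at least 85.4-fold and 35.9-fold higher. FEZ1 fell from 40.8 ± 19.6 to 0.393 ± 0.119 CPM (−6.52, SE 0.871, adjusted p = 0.00142) and TCEAL7 from 13.4 ± 0.977 to 0.158 ± 0.0629 CPM (−6.37, SE 0.408, adjusted p = 2.82e-05). WT1 and WT1-AS overlap at their ends on opposite strands, so reads there may be shared. Some changes named for 1 knockout group were common to both. Against Control, WT1 (log2 fold change 5.02, adjusted p = 6.29e-05, limma-voom) and CTNND2 (−6.08, adjusted p = 0.000101) also changed in CRIS-sc. WT1-AS (5.52, adjusted p = 0.00294) and FEZ1 (−6.05, adjusted p = 0.00116) also changed in CRIS-clone. EGFLAM (3.71) and TCEAL7 (−0.75) passed there with smaller changes. CRH, GDF6, IGFBP7-AS1 and EDNRA did not pass in CRIS-sc.

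Between the knockout groups, BMP7 (ENSG00000101144.12, chromosome 20, 57168753 to 57266641, minus strand), IL5 and PPM1H were the genes with the largest higher level in CRIS-sc. BMP7 was 17.2 ± 9.41 CPM in CRIS-sc and had 0 counts in CRIS-clone, hence at least 185-fold higher. IL5, at 4.97 ± 5.23 CPM in CRIS-sc (10.9, 1.00 and 3.00 CPM by library), was at least 53.4-fold higher (21.5-fold without CRIS-sc replicate 1), and its call was lost when CRIS-clone replicate 1, 2 or 3 was left out (log2 fold changes 7.74, 7.07 and 7.02). PPM1H was 0.345 ± 0.107 CPM in CRIS-clone and 43.8 ± 17.7 CPM in CRIS-sc (log2 fold change 6.89, SE 0.690, adjusted p = 0.000274). GDF6 (−5.96, adjusted p = 6.44e-05), CRH (−5.96, adjusted p = 0.00085, and −5.09 without CRIS-sc replicate 2) and TCEAL7 (−5.62, adjusted p = 7.06e-05) had the largest lower level in CRIS-sc.

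The study asked whether SNHG1-depletion changes the CRC transcription factors, and the levels of 5 CRC genes are given for both knockout groups. As the study chose these genes, the counts adjusted over the list alone are not independent evidence. MYCN (ENSG00000134323.11, chromosome 2, 15940550 to 15947007, plus strand) was 7060 ± 2468 CPM in Control, 7929 ± 873 CPM in CRIS-clone and 2720.0 ± 185 CPM in CRIS-sc (SD, n = 3). It did not change in CRIS-clone (log2 fold change 0.22, SE 0.197, adjusted p = 0.64), decreased in CRIS-sc (−1.32, SE 0.200, adjusted p = 0.00281) and differed between the knockout groups (−1.54, SE 0.200, adjusted p = 0.000986). MYCNOS, which overlaps MYCN on the opposite strand, had a log2 fold change of −0.63 in the last contrast. HAND2 (ENSG00000164107.8, chromosome 4, 173524969 to 173530229, minus strand) was 984 ± 122, 791 ± 31.6 and 441 ± 56.9 CPM in the same order. It decreased in CRIS-sc (−1.16, SE 0.122, adjusted p = 0.000445) and not past the threshold in CRIS-clone (−0.31, SE 0.121, adjusted p = 0.198), and differed between the knockout groups (−0.85, SE 0.123, adjusted p = 0.00178), where the 21 expressed genes within 5 Mb fell too, with a median of −1.03. The region was also lower in CRIS-sc against Control. There the windows from 160 to 170 and 180 to 190 Mb, on either side of HAND2, had medians of −0.84 and −0.99. The decrease of HAND2 in CRIS-sc may therefore not be specific to this gene.

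GATA3 (ENSG00000107485.15, chromosome 10, 8045378 to 8075198, plus strand), at 322 ± 15.7, 390 ± 62.8 and 270.2 ± 16.1 CPM, changed in neither knockout group against Control (0.27 and −0.25, adjusted p = 0.275 and 0.281). GATA3 was lower in CRIS-sc than in CRIS-clone (−0.52, SE 0.121, adjusted p = 0.0219), a call lost without CRIS-sc replicate 1 (−0.48), without CRIS-sc replicate 3 (−0.48) and in a fit of only the groups compared (−0.50). ISL1 (91.1 ± 42.1, 62.7 ± 15.0 and 77.2 ± 43.3 CPM) and TBX2 (234 ± 89.4, 260.2 ± 68.2 and 248 ± 134 CPM) did not pass, with differences smaller than the spread between replicates. The log2 fold changes in CRIS-clone and CRIS-sc were −0.43 (SE 0.428) and −0.25 (SE 0.428) for ISL1. For TBX2 they were 0.18 (SE 0.371) and 0.01 (SE 0.372). With SE of this size a decrease cannot be excluded. Of the 5 CRC genes named here, over all genes 0 passed in CRIS-clone (1 at an unadjusted p under 0.05), 2 were lower in CRIS-sc and 1 for both groups together, and adjusted over the list alone the counts were 0, 2 and 2. Over all genes the count for both groups together was 2 without Control replicate 1 and with the DESeq2 test. Between the knockout groups 3 were lower in CRIS-sc, both over all genes and adjusted over the list alone.

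**Figure D3:**
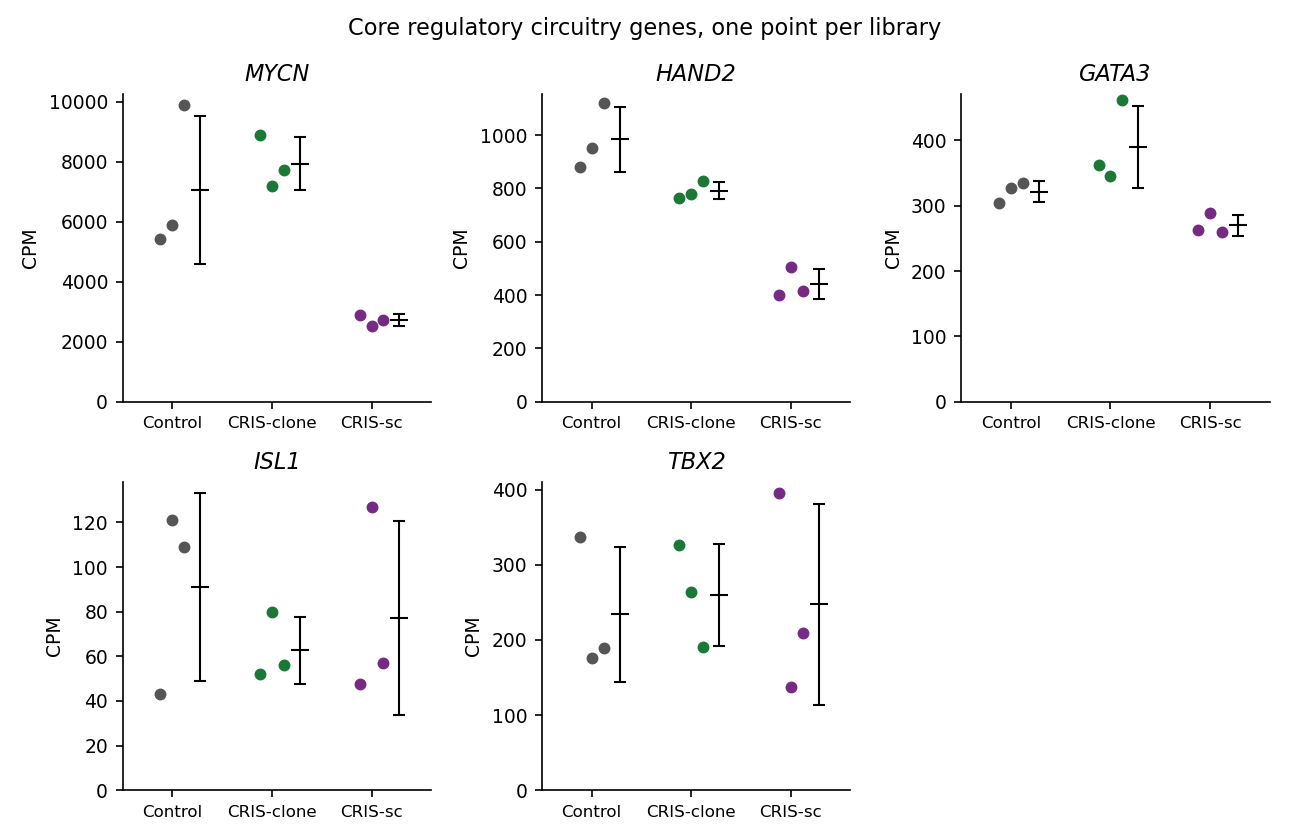
Expression of 5 CRC genes in CPM (y axis, linear, from 0) for Control, CRIS-clone and CRIS-sc (x axis), with a point per library (replicates 1 to 3 from left to right) and bars for mean ± SD. MYCN is below the Control libraries only in CRIS-sc (mean 2720.0 CPM).

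The differentiation markers and the deacetylase genes were examined because the study measured or discussed them. NEFH was 260 ± 60.9 CPM in Control, 463 ± 164 CPM in CRIS-clone and 321 ± 36.1 CPM in CRIS-sc, and did not pass over all genes (log2 fold change 0.80, SE 0.233, adjusted p = 0.0784 in CRIS-clone). It passed without Control replicate 1 (0.97), without CRIS-clone replicate 3 (0.98) and with the DESeq2 test (0.81). NR2F1 (log2 fold changes 0.42 and 0.68) and YAP1 (−0.54 and −0.63) did not pass in either knockout group. Adjusted over the list alone, 1 marker (NEFH) was higher in CRIS-clone, and for both groups together NEFH was higher and YAP1 lower. HDAC1 (0.10 and 0.37) and HDAC2 (−0.01 and −0.01) did not change, and neither passed when adjusted over the list alone. At an unadjusted p under 0.05, 0 of the 2 deacetylase genes passed in either group, and 1 of the 3 markers passed in each.

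Gene set enrichment was run because the study related SNHG1 to cell cycle, apoptosis, reactive oxygen species and the ADRN and MES states. Of 44 tests 9 passed an adjusted p of 0.05. The G2M phase set (54 genes tested) was higher in CRIS-clone (normalized enrichment score (NES) 2.19, adjusted p = 4.38e-07, fgsea with Benjamini-Hochberg adjustment) and for both groups together (2.11, adjusted p = 2.27e-05), and lower in CRIS-sc than in CRIS-clone (−1.73, adjusted p = 0.0084). The median log2 fold changes of its genes were 0.35, 0.24 and −0.20. In CRIS-sc against Control the G2M phase set did not pass (1.03, adjusted p = 0.61, fgsea), with a median of 0.13. For both groups together it no longer passed without Control replicate 3 (NES 0.74), and between the knockout groups without CRIS-clone replicate 1 (−1.37) or CRIS-sc replicate 2 (−1.47). The S phase set (43 genes) was higher in CRIS-clone (1.75, adjusted p = 0.00997), a call lost without Control replicate 2 (1.28), Control replicate 3 (1.47), CRIS-clone replicate 1 (1.16) or CRIS-clone replicate 2 (1.28). Cytosolic ribosomal proteins (76 genes) were lower in CRIS-clone (−1.60, adjusted p = 0.00997), in CRIS-sc (−2.52, adjusted p = 4.4e-09, from the smallest p the method was set to give), for both groups together (−2.27, adjusted p = 9.56e-09) and in CRIS-sc against CRIS-clone (−2.10, adjusted p = 7.43e-07). Their median log2 fold changes were −0.07, −0.28, −0.17 and −0.21. The call in CRIS-clone was lost without Control replicate 3 (−0.97) or CRIS-clone replicate 3 (−1.45), and reads of these genes may be shared with their many pseudogenes.

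The interferon response set (28 genes) was lower in CRIS-sc than in CRIS-clone (−1.64, adjusted p = 0.0389), a call lost without Control replicate 3 (−1.65), CRIS-clone replicate 1 (−1.53) or CRIS-sc replicate 2 (−1.48) and with the filter of at least 1 CPM (−1.55).

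The other 7 sets passed in no contrast. The ADRN factors, 20 genes that include HAND2, ISL1, GATA3 and TBX2, had scores of −1.10 in CRIS-clone (adjusted p = 0.6) and −1.56 in CRIS-sc (adjusted p = 0.0595). In CRIS-sc the set passed without CRIS-clone replicate 3 (−1.67), without CRIS-sc replicate 2 (−1.69) and with the moderated statistic as ranking (−1.64). The scores in CRIS-clone and CRIS-sc were −1.03 and 1.35 for MES factors (adjusted p = 0.61 and 0.23), 0.71 and 0.77 for MES structural genes (0.894 and 0.823), −1.06 and −1.24 for noradrenergic identity genes (0.605 and 0.42), −0.92 and −1.21 for apoptosis machinery (0.715 and 0.416), 0.80 and 1.06 for the antioxidant response (0.823 and 0.605), and 0.77 and −0.91 for the unfolded protein response (0.823 and 0.715). With camera at a preset correlation 11 tests passed. The interferon response between the knockout groups was lost (adjusted p = 0.0628), while the ADRN factors in CRIS-sc (0.0103), the interferon response in CRIS-sc (0.0221) and S phase for both groups together (0.0226) passed. None of the calls held under fry or under camera with an estimated correlation, where 0 tests passed. At an unadjusted p under 0.05, 8 tests passed under fry and 0 under camera with an estimated correlation.

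Because several named genes lie close to others that moved with them, log2 fold changes were also summarised along the chromosomes, a summary chosen after the values were seen. In 266 windows per contrast, 9 medians passed the shuffle limit in CRIS-clone, 14 in CRIS-sc and 18 between the knockout groups. On chromosome 9, the stretch from 0 to 20 Mb had a median of −1.10 in CRIS-clone, with 100% of 36 genes lower, and −0.97 in CRIS-sc, with 97.2% lower. The stretch from 70 to 140 Mb had a median of 0.38 over 381 genes in CRIS-clone. On chromosome 4, the stretches from 70 to 90, 100 to 130 and 140 to 170 Mb had medians of −0.78, −0.81 and −0.84 in CRIS-sc. The lone windows from 50 to 60 and 180 to 190 Mb had medians of −0.76 and −0.99. All windows with enough genes between 50 and 190 Mb thus passed the limit in CRIS-sc. On chromosome X, the windows from 130 to 140 and 150 to 160 Mb had medians of 1.09 and 1.045 in CRIS-sc. With RLE size factors, also applied here only after seeing the data, the median of the stretch from 100 to 130 Mb of chromosome 4 between the knockout groups went from −0.91 to −0.89. The stretches held 12.3%, 14.3% and 11.7% of the genes called in the 3 pairwise contrasts and 3.08%, 1.94% and 2.81% of the genes tested. Lone windows past the limit were left out of these shares, which are therefore lower limits for shifted regions.

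**Figure D4:**
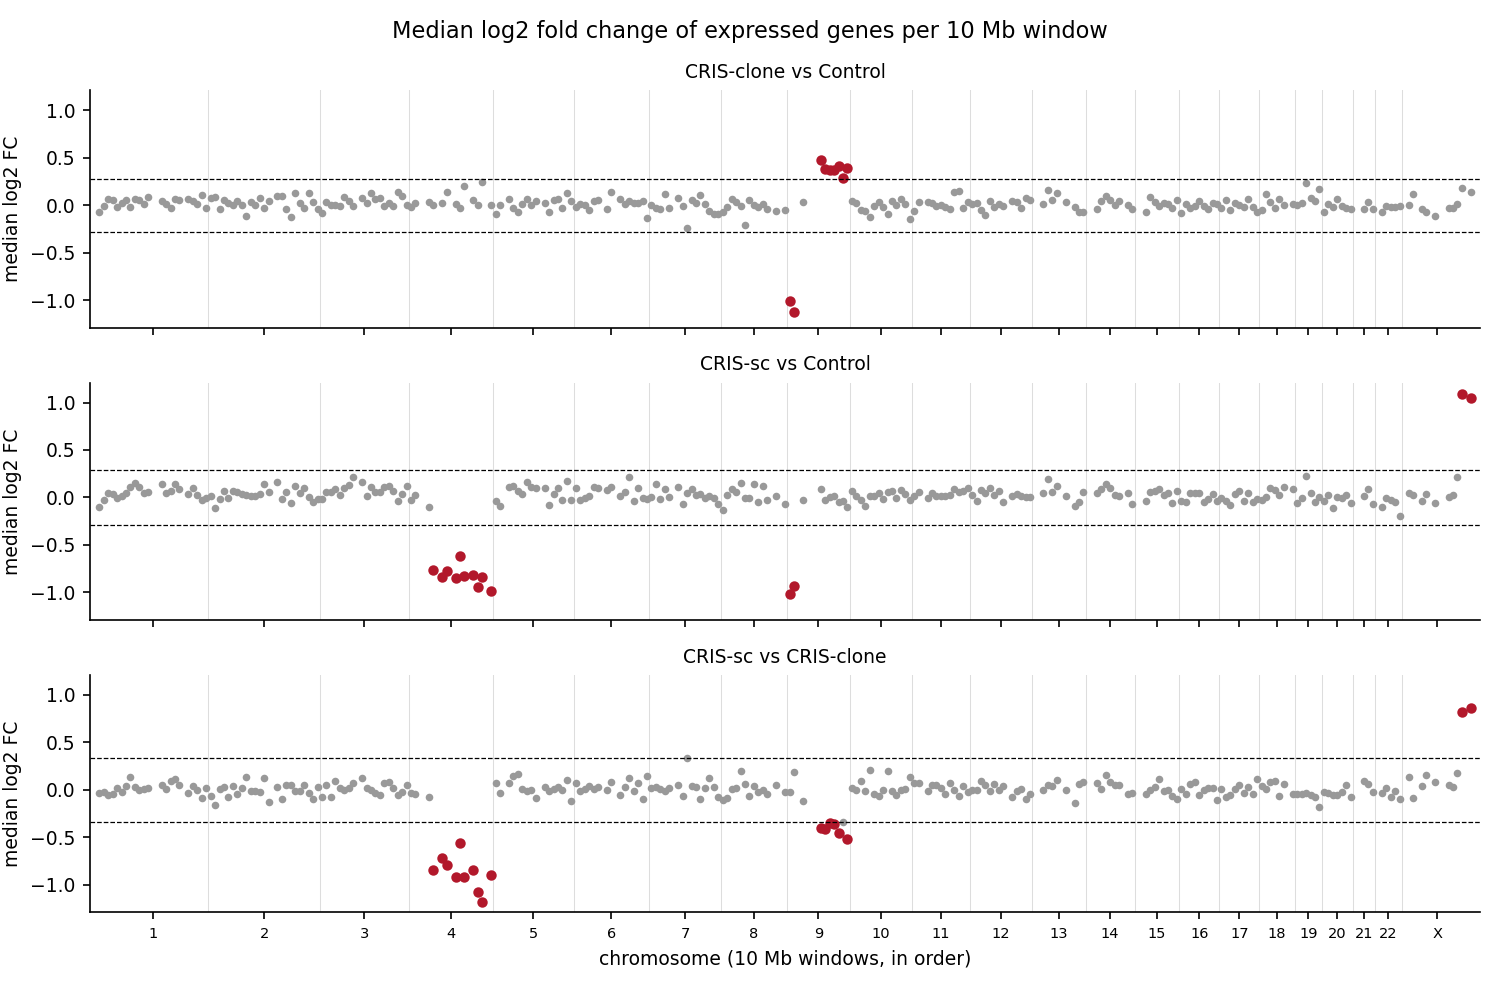
Median log2 fold change (y axis) of expressed genes in 10 Mb windows along the chromosomes (x axis), for each of the 3 pairwise contrasts, with windows past the shuffle limit in red and the limit as dashed lines. The windows past the limit lie on chromosome 9 in CRIS-clone and on chromosomes 4, 9 and X in CRIS-sc.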

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

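The tests of GC content and transcript length on the number of differing genes, of the group each library resembles, and of the regions around HAND2, MYCN and GATA3 were chosen only after the results had been seen.

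The direct test between the 2 knockout groups, which carry the same targeted gene at the same residual level, passed for 1806 genes. Thinning every library to the depth of the shallowest left 1848 genes, which included 94.2% of the 1806. Removing the trend on GC content and transcript length left 1947, including 96.8%. Leaving out the 13 genes among the 10 most abundant of any library left 1789, including 97.2%. All 9 libraries resembled their own group most, which argues against exchanged labels, and 1595 of the genes lay outside the shifted chromosome stretches. Lone windows past the limit count as outside, such as chromosome 9 from 130 to 140 Mb (median −0.52, 104 genes) and X from 130 to 140 Mb (0.82). HAND2 counts as outside too, so 1595 is an upper limit for the genes outside shifted regions. These values argue against depth, GC content or length, a few abundant genes, exchanged labels and the stretches as the whole cause. The splits were fitted on the 6 libraries alone, where the real one gave 1555 genes. Of the 10 splits 1, the real one, gave as many genes, and with 3 against 3 that share cannot fall below 0.1. The same held for each knockout group against Control, with 1 of 10 splits in CRIS-clone and 1 of 10 in CRIS-sc. A difference between the cells from which each group was grown may have produced the pattern, and it was not tested.

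The same direct test passed for 3 CRC genes, each lower in CRIS-sc, with log2 fold changes of −1.54 for MYCN, −0.85 for HAND2 and −0.52 for GATA3. The 21 expressed genes within 5 Mb of HAND2 had a median of −1.03, and 100% of them were lower, while random sets of genes gave medians between −0.17 and 0.14. A shift of the whole region may therefore account for HAND2, as a hypothesis found in these data. The genes within 5 Mb of MYCN had a median of −0.16, inside the range of random sets, and those near GATA3 a median of 0.0412, which argues against a shift of the wider region for both. The MYCN gene is amplified in this cell line, and the 5 tested genes next to it had a median of −0.63. Of these 4 were lower, from −0.33 for NBAS to −2.14 for CYRIA, and DDX1 was at 0.21. Of the 5, MYCNOS alone passed the threshold in this contrast (−0.63, adjusted p = 0.0489, limma-voom), and it overlaps MYCN. In CRIS-sc against Control, MYCNOS (−0.99, adjusted p = 0.00622) and CYRIA (−3.65, adjusted p = 0.01345) passed, and CYRIA does not overlap MYCN. The rest of the 5 did not pass there, and DDX1 was at 0.15. As the neighbours were divided, a change of the amplified segment and a change of MYCN transcription cannot be told apart. A biological difference between the knockout groups stays open for MYCN and GATA3 and was not tested.

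The direct test also passed for 9 genes named for their large changes. The log2 fold changes of CRIS-sc against CRIS-clone were −5.96 for CRH, −5.96 for GDF6, −5.62 for TCEAL7, 3.80 for EGFLAM, 6.89 for PPM1H and 6.66 for EDNRA. They were 9.96 for BMP7, 7.26 for IL5 and 6.64 for IGFBP7-AS1, whose CRIS-clone libraries were all at or under 3 counts, so that these 3 values depend on the prior count and are no bounds. CRH, with 4, 0 and 2 counts in CRIS-sc, depends on it too, and its value lay between −6.50 (without CRIS-sc replicate 1) and −5.09 (without CRIS-sc replicate 2) when 1 library was left out. The call of IL5 was lost when any CRIS-clone library was left out (from 7.02 to 7.74), and IL5 had 10.9, 1.00 and 3.00 CPM in the CRIS-sc libraries. No technical test was run on these genes one by one. The values for depth (1848 genes) and for GC content and length (1947 genes) given above argue against those as the whole cause of the genes that differ. A difference between the cells behind each group may be the cause, and it was not tested.

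The direct test passed for 3 gene sets, with normalized enrichment scores of −1.73 for G2M phase, −1.64 for interferon response and −2.10 for cytosolic ribosomal proteins. After removal of the trend on GC content and transcript length the scores were −1.80, −1.62 and −2.21. The first and the last remained past the threshold, which argues against that trend as their whole cause. The interferon set no longer passed (adjusted p = 0.0699 by fgsea), so for this set the trend and a change of expression cannot be told apart. None of these sets passed under fry, which takes account of the correlation between genes and left 0 of 44 tests past the threshold and 8 at an unadjusted p under 0.05. Reads shared with pseudogenes stay open for the ribosomal protein genes. A difference in growth between the groups may underlie the G2M set, and it was not tested.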

How the results depend on the processing

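The decrease of SNHG1 against Control kept its direction and passed under every alternative run. The DESeq2 Wald test called 1736 genes in CRIS-clone, 1954 in CRIS-sc and 1667 for both groups, and on simulated counts it made more false calls than limma-voom. It called 3 marker and locus genes in CRIS-clone and 2 for both groups, and 2 CRC genes for both groups. In a fit of only the groups compared, 2 such genes passed in CRIS-sc. That setting gives no separate fit for both groups together. Under the alternatives that used all 9 libraries, between 82.6% and 100% of the genes called in each pairwise contrast were called again, and in fits of only the groups compared between 71.3% and 89.7%, with 0 in the opposite direction. Leaving out 1 library lowered the share to as little as 54.7% in CRIS-clone (without Control replicate 2). Without CRIS-sc replicate 3 it was 51.8% in CRIS-sc and 54.2% between the knockout groups, the lowest for each. Under fry 0 gene sets passed, with 8 at an unadjusted p under 0.05. Among genes with a mean of at least 10 CPM, the knockout groups had a Pearson correlation of 0.377 and a Spearman correlation of 0.308. They had 130 shared calls in one direction, where fewer genes were counted. With the filter of at least 1 CPM the Spearman correlation was 0.328, and the first principal component held 35.3% (applied to this after seeing the data). Values that shared controls produce were not simulated for either choice of genes, so these correlations cannot show a change in agreement. HDAC2 in CRIS-clone reversed to 0.0036 with edgeR. Except where fewer genes or libraries entered, the cause was not tested.

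With the replicate number as a block, 1957 genes passed in CRIS-clone, 2244 in CRIS-sc, 3088 between the knockout groups and 1897 for both groups, and 3, 1, 1 and 3 marker and locus genes. For both groups 2 CRC genes passed. The ADRN factors in CRIS-sc (−1.58) and NEFH (0.80) and SLC3A2 (0.89) in CRIS-clone passed too. The numbers were not taken to pair the samples, because 1 of the 3 correlations in each comparison was under 0.1: same-numbered libraries of CRIS-clone and Control had correlations of 0.464, −0.00053 and 0.285, those of CRIS-sc and Control 0.519, 0.344 and 0.0306, and those of the knockout groups 0.346, 0.215 and 0.0774.

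Across the 9 fits that each left out 1 library, the count ranged from 630 (without Control 2) to 1538 (without Control 1) in CRIS-clone, from 641 (without CRIS-sc 3) to 1621 (without Control 1) in CRIS-sc, from 991 (without CRIS-sc 3) to 1955 (without Control 1) between the knockout groups, and from 490 (without Control 3) to 1490 (without Control 1) for both groups. The count also moved by over 1.5 times in CRIS-clone without Control 3 (679) and CRIS-clone 2 (710), in CRIS-sc without Control 2 (743), Control 3 (699) and CRIS-sc 1 (755), and for both groups without Control 2 (491) and CRIS-sc 3 (642). Marker and locus genes ranged from 1 to 2 in CRIS-clone, in CRIS-sc and for both groups, and CRC genes for both groups from 1 to 2 (without Control 1). Gene sets past the threshold ranged from 5 (without Control 3) to 13 (without CRIS-clone 3). The Pearson correlation ranged from 0.397 to 0.558 and the Spearman correlation from 0.273 to 0.501, each lowest without CRIS-clone 1 and highest without Control 1 (values that shared controls produce were not simulated for these fits), and shared calls in one direction from 181 (without Control 3) to 543 (without Control 1). Directions reversed for ISL1 in CRIS-sc (from −0.73 to 0.0395) and between the knockout groups (−0.24 to 0.49), for TBX2 in the same contrasts (−0.41 to 0.36 and −0.57 to 0.19), for HDAC1 in CRIS-clone (−0.0453 to 0.28), and for HDAC2 in CRIS-clone (−0.10 to 0.11) and CRIS-sc (−0.0749 to 0.0156). Of 45 results on single genes 13 changed under at least 1 alternative (3 weaker, 3 stronger, 7 reversed), and of 11 on gene sets 6 changed (5 weaker, 1 stronger).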

Other observations

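All tests in this part were chosen only after the results had been seen, except the count of splits.

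Changes of expression ran together along chromosomes. Over the 3 pairwise contrasts 41 windows of 10 Mb passed the limit given by 1000 shuffles, none of which reached the largest observed window, and the same 41 passed after removal of the trend on GC content and transcript length. This argues against chance placement and against that trend. In all 10 stretches the libraries of the compared groups did not overlap, for example on chromosome 9 from 0 to 20 Mb, where the library medians lay between −1.14 and −1.01 in CRIS-clone and between −0.05 and 0.03 in Control. A candidate explanation is a gain or loss of DNA in the cells that founded each group. It cannot be told apart here from regulation over long distances, because only RNA counts were used. The study's ChIP-seq and ATAC-seq data were not examined. CDKN2A and MTAP, neighbours on chromosome 9 just beyond the first of these stretches, were named after their values were seen. CDKN2A was 25.8 ± 2.92 CPM in Control, 5.36 ± 0.824 CPM in CRIS-clone and 1.499 ± 0.0752 CPM in CRIS-sc, with log2 fold changes of −2.26 and −4.08. MTAP had log2 fold changes of −0.84 and −1.02.

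WDR74 rose in both knockout groups, next to the edited segment. The 182 expressed genes within 5 Mb had a median of 0.0345 in CRIS-sc, and after removal of the trend on GC content and transcript length the smaller of its 2 log2 fold changes was 1.84. These values argue against a gain of the region and against the trend. A local effect of the edit may be the cause, as a hypothesis that was not tested further.

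The replicate 1 libraries of the 3 groups deviated from their group means together, with a mean correlation of 0.443 across genes, and of 0.444 after removal of the trend on GC content and length, which argues against that trend. For the libraries numbered 2 and 3 the mean was 0.158. A shared culture day or batch of the replicate 1 libraries may be the cause, and it cannot be told apart from chance because the labels give no dates.

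For the mean of both knockout groups against Control, 3 of the 84 splits of the 9 libraries into 6 and 3 gave as many genes as the real one. These fits joined the knockout groups into 1 group, and the real split gave 304 genes, against 1029 in the fit with 3 groups. The others set CRIS-clone (730 genes) and CRIS-sc (872 genes) apart from the rest, so the real split was not the one with the most genes.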
